A study of Mus musculus with 6 samples.

How the data were processed

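RNA sequencing was carried out on 6 libraries from KPC8069, a mouse pancreatic ductal adenocarcinoma cell line. The labels assign 3 libraries to wild-type (WT) cells and 3 to HuR-knockout cells of the same line. HuR is an RNA-binding protein encoded by Elavl1. Per the labels, RNA was isolated from cells with a column kit (RNeasy, Qiagen) and libraries were prepared with an mRNA library kit from ABclonal. The labels do not say how many knockout clones were sequenced, what the replicates of a group share, or whether the libraries were processed in batches.

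The authors deposited one table of raw read counts per Ensembl gene, with one column per library, and each column was assigned to its library through the column name that the labels give for it. The counts are whole numbers with a different total in each library and were not normalized. The aligner, the counting program, the strand setting and the treatment of reads with several alignments are not stated, and they affect the counts of overlapping genes and of gene families. Genes on opposite strands of one locus are therefore reported as uncertain where they overlap. The deposited table also gives the symbol, coordinates, length in bases and biotype of each gene. It lists 54532 genes, of which 54495 carried an identifier also found in GENCODE release M21. Of these, 98.33% had the same start and end there, so the coordinates given are those of the table and correspond to the mouse assembly GRCm38.

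Total counts ranged from 14274608 to 16506017 per library. The smallest level that 3 reads show was 0.182 to 0.21 CPM (counts scaled to a common library size), depending on the library. Such floors cover counting error only, because the reads carry no molecular identifiers.

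All tests were computed from the deposited counts. Genes were kept with edgeR's filterByExpr (version 4.0.16 of edgeR, minimum count 10, minimum total 15), which left 13244 genes holding at least 99.87% of the counts of every library. Libraries were scaled by TMM, and the quasi-likelihood F test (glmQLFit, glmQLFTest) compared HuR-knockout with WT libraries, with genotype as the only term. P-values were adjusted by the Benjamini-Hochberg method over all tested genes, and a gene was called at an adjusted p under 0.05. The standard error of a log2 fold change was taken as its absolute value divided by the square root of F. CPM values were scaled by TMM and are given as mean ± SD over 3 libraries. An exact permutation test of 3 against 3 libraries cannot give a two-sided p below 0.1, so single-gene calls rest on the model fitted across all genes.

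Gene lists for antigen presentation by MHC class I, the interferon response, cytokines and chemokines, immune checkpoint ligands and reported HuR target mRNAs were written from general knowledge. They were tested with camera (limma 3.58.1, two-sided, inter-gene correlation 0.01). The sixth set held genes whose 3′UTR contains the AU-rich nonamer TTATTTATT. It was read from the GENCODE M21 transcripts, taking per gene the transcript with the longest coding sequence and then the longest 3′UTR, and was tested only against the 11463 tested genes with an annotated 3′UTR. P-values were adjusted over the 6 sets.

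These lists, the main tests, the other settings listed first below and the rule for named genes were fixed before the data were examined. The rule takes Elavl1 and its paralogs, Cd274, the 5 largest rises and the 5 largest falls among called genes with a mean of at least 10 CPM over all 6 libraries and no overlap between the groups, and the 2 members with the smallest p-value of each list. Genes named outside this rule are marked as such.

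Library pairs were compared before averaging, by a chi-square statistic of their counts over genes. It lay between 2.59 and 7.22 per degree of freedom for pairs of the same group, above the value of 1 that sampling noise alone gives. No pair therefore differed by counting noise alone. Repeat libraries from a shared RNA sample could also exceed 1, so the statistic does not show that the samples are independent. All 6 libraries were treated as separate samples, as their titles number them. The titles number the replicates 1 to 3 in each group, and the model was also fitted with this number as a block. The only source of this pairing is the number in the titles.

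The tests were run on simulated data drawn from the means, library sizes and dispersions of 13244 genes. The changed genes were 200 by 2-fold and a set of 40 by 0.5 on the log2 scale, and no replicate effect was simulated. Of the 200 genes, the edgeR test recovered 91.5%. Of its 226 calls, 6.19% were in neither group of changed genes. The fit with the replicate block recovered 91.5% as well, with 9.75% false among its 236 calls. DESeq2 recovered 87.0% and limma-voom 90.5%. This was a single simulated data set without chromosome-wide shifts. The called genes of the real contrast had a median absolute log2 fold change of 0.33, well below 2-fold. The recovered and false shares therefore need not hold for those smaller changes.

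The other settings fixed in advance were relative log expression size factors, library size without a composition factor, no filter on low counts, a mean of at least 10 counts, DESeq2 1.42.0, limma-voom, the replicate block, each library left out in turn, protein-coding genes only, an adjusted p under 0.01, glmTreat against a 1.2-fold change, fry in place of camera, an inter-gene correlation estimated from the data, and other 3′UTR motifs. Offsets for GC content and gene length, thinning of all libraries to the smallest total, and removal of chromosome medians were added after the data had been seen. R 4.3.3 and Python 3.11.15 were used.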

Results

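Gene expression was measured by RNA sequencing in the mouse pancreatic ductal adenocarcinoma line KPC8069 and in cells of the same line in which HuR had been knocked out. The series addresses the role of HuR, an mRNA stability factor, in immune evasion by this tumour type, and its design holds a single contrast, HuR-knockout against WT cells with 3 libraries each. WT libraries held 14274608, 15597259 and 14712845 counts for replicates 1 to 3, and HuR-knockout libraries held 15945964, 15481168 and 16506017. At least 1 read was found for 18846 ± 156 genes in WT and 19152 ± 74.5 genes in HuR-knockout libraries (SD, n = 3 each). Mitochondrial genes took 1.29% ± 0.0416 of the counts in WT and 1.40% ± 0.0603 in HuR-knockout libraries (SD, n = 3 each).

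Libraries separated by genotype. The first principal component of log2 CPM over 13244 tested genes held 59.87% of the variance and placed the WT libraries between -27.0 and -22.76 and the HuR-knockout libraries between 24.29 and 26.6. Pearson correlations across genes were 0.9913 to 0.9937 for the 6 pairs of libraries within a group and 0.9787 to 0.9813 for the 9 pairs between groups. The second component held 13.49% of the variance and set replicate 1 of each group (20.15 in WT and 12.72 in HuR-knockout) apart from replicates 2 and 3 (-9.79 to -5.0).

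The targeted gene was examined first. Elavl1 (ENSMUSG00000040028, chromosome 8, 4285382 to 4325413, minus strand, GRCm38) was read 2295, 2503 and 2401 times in the WT libraries and 494, 546 and 507 times in the HuR-knockout libraries. Its level was 162 ± 0.971 CPM in WT and 32.3 ± 2.54 CPM in HuR-knockout cells (SD, n = 3 each), which is 19.9% of WT. The log2 fold change was -2.33 (SE 0.0607, edgeR quasi-likelihood test, adjusted p 7.02e-10), the smallest p-value of all tested genes. With the replicate number as a block it was -2.33 (edgeR adjusted p 1.17e-07), and deviations from the group means correlated at 0.101 on average for libraries with the same number. The gene overlaps Ccl25 on the opposite strand, to which 820 reads were assigned over all 6 libraries, and the strand setting of the counting is not stated. Elavl2, a paralog, had 0 to 6 reads per library and was not tested, and Elavl3 and Elavl4 had 0 reads in every library. A difference in these paralogs was not detectable at this depth.

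The comparison of HuR-knockout with WT cells called 3856 of 13244 genes by edgeR's quasi-likelihood test (adjusted p under 0.05), of which 1824 were higher and 2032 lower in HuR-knockout cells. With the replicate number as a block, 4255 genes were called, 2029 higher and 2226 lower, and 3801 of the 3856 genes were called in both fits with the same sign. The check of the pairing gave correlations of 0.148, 0.083 and 0.071 for replicates numbered 1, 2 and 3, with a mean of 0.101. Among the other tools and scalings, DESeq2 moved the count most in the downward direction, to 3331 genes. In 3773 of the called genes every HuR-knockout library lay on the same side of every WT library. Over all tested genes 5813 (43.89%) showed such separation, where 10% would be separated by chance. Most differences were small. The median absolute log2 fold change of called genes was 0.33, and 414 genes changed at least 2-fold, 223 of them higher and 191 lower. The median log2 fold change of all tested genes was 0.003.

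**Figure D1:**
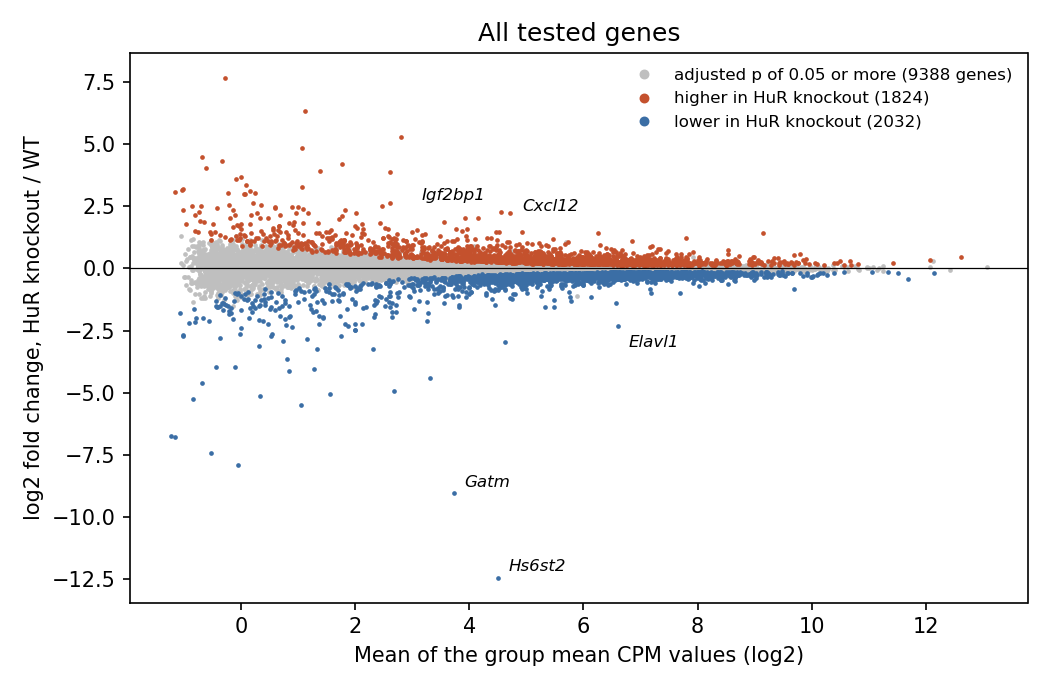
Log2 fold change of each of the 13244 tested genes (y axis, HuR-knockout over WT) against the log2 of the mean of the 2 group mean CPM values (x axis). Red points mark the 1824 called genes that were higher, blue points the 2032 that were lower and grey points the genes that were not called; Hs6st2 and Gatm lie far below the other genes of their level.

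The largest falls among called genes of at least 10 CPM were in Hs6st2, Gatm, Vnn1, Elavl1 and Col6a2. Hs6st2 (ENSMUSG00000062184, chromosome X, 51387212 to 51681856) had 644 to 707 reads in the WT libraries and 0 reads in each HuR-knockout library. It was 45.4 ± 4.35 CPM in WT (SD, n = 3) and at least 242-fold lower in HuR-knockout cells when set against the floor of 3 reads (edgeR adjusted p 8.66e-09). Gatm (ENSMUSG00000027199, chromosome 2, 122594467 to 122611303) fell from 26.5 ± 2.95 CPM (SD, n = 3) to 2, 0 and 0 reads, at least 142-fold lower against the same floor (edgeR adjusted p 9.2e-09). Vnn1 (ENSMUSG00000037440, chromosome 10, 23894688 to 23905343) fell from 43.95 ± 9.41 to 5.69 ± 2.30 CPM, with a log2 fold change of -2.95 (SE 0.228, edgeR adjusted p 6.77e-06). Col6a2 (ENSMUSG00000020241, chromosome 10, 76595762 to 76623630) fell from 66.5 ± 23.5 to 22.6 ± 5.62 CPM, with a log2 fold change of -1.56 (SE 0.232, edgeR adjusted p 0.000502), and its WT replicates ranged from 572 to 1272 reads.

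The largest rises among called genes of at least 10 CPM were in Igf2bp1, Cxcl12, Gm13230, Klhl13 and Aplp1. Igf2bp1 (ENSMUSG00000013415, chromosome 11, 95957163 to 96005940) rose from 8.08 ± 1.67 to 38.7 ± 3.86 CPM, a log2 fold change of 2.26 (SE 0.131, edgeR adjusted p 6.87e-07), and overlaps Gm29202 on the opposite strand, which had 0 reads. The chemokine gene Cxcl12 (ENSMUSG00000061353, chromosome 6, 117168535 to 117181367) rose from 9.16 ± 2.503 to 43.1 ± 10.1 CPM, a log2 fold change of 2.24 (SE 0.196, edgeR adjusted p 1.68e-05). Klhl13 (chromosome X, 23219271 to 23365082) rose from 6.98 ± 0.816 to 28.6 ± 3.53 CPM and Aplp1 (chromosome 7, 30434982 to 30445535) from 4.97 ± 0.269 to 18.4 ± 1.65 CPM, by 2.03 and 1.89 on the log2 scale. Gm13230 (chromosome 4, 145446740 to 145450888) rose by 2.05 on the log2 scale. It is annotated as a transcribed unprocessed pseudogene and overlaps Platr16 on the same strand, so its value is uncertain. For each of these falls and rises, the direction and the call held in each fit that left out one library.

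**Figure D2:**
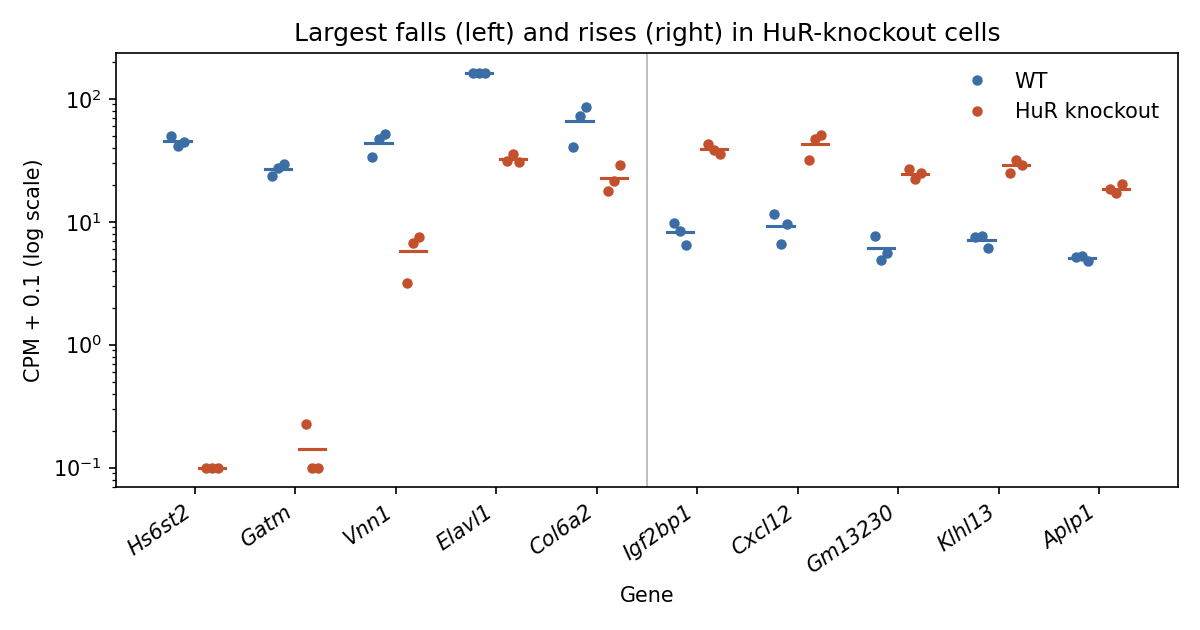
CPM plus 0.1 on a log axis for the 5 largest falls (left) and the 5 largest rises (right) among called genes with a mean of at least 10 CPM and no overlap between groups. Points are single libraries, 3 per group, and horizontal lines are group means; Hs6st2 had 0 reads in all HuR-knockout libraries.

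Changed genes were not spread evenly over the chromosomes. The median log2 fold change of the tested genes was -0.18 on chromosome X (407 genes), -0.17 on chromosome 10 (613 genes) and -0.14 on chromosome 13 (519 genes), and it was 0.14 on chromosome 18 (345 genes). Of the genes on chromosome 10, 75.7% were lower in HuR-knockout cells, against 49.5% over all tested genes on chromosomes 1 to 19 and X. Each HuR-knockout library showed the shift, with chromosome 10 medians of -0.18, -0.17 and -0.19 relative to the WT mean. The WT libraries, which are centred on that mean by construction, spread from -0.02 to 0.01. With each chromosome's median removed, 3247 genes were called, 2693 of them among the 3856 with the same sign. Vnn1, Col6a2, Hs6st2 and Klhl13 lie on shifted chromosomes, and each was still called with its direction kept after that removal.

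**Figure D3:**
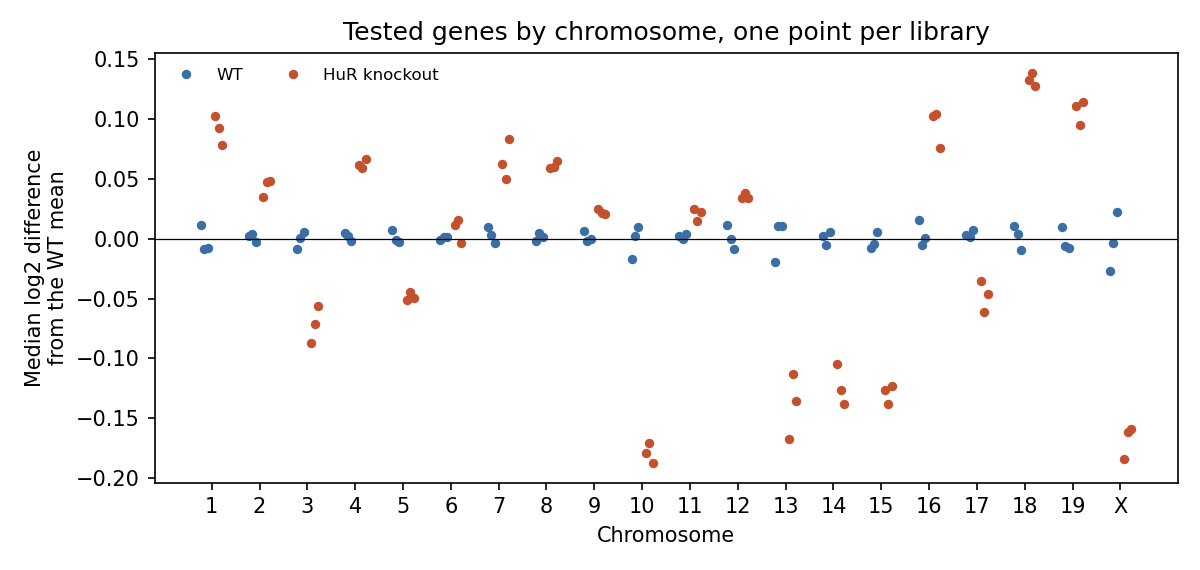
Median over the tested genes of each chromosome (x axis) of the log2 CPM difference from the mean of the WT libraries (y axis), one point per library. The 3 HuR-knockout libraries lie lowest on chromosomes 10 and X and highest on chromosome 18, and the WT libraries scatter around 0 because the difference is taken from their own mean.

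No shift as a group was detected for the gene lists tied to the immune question. The interferon response list had a median log2 fold change of 0.14 over 35 tested genes, 25 of them higher (camera p 0.0552, adjusted p 0.331 over the 6 sets). The cytokine and chemokine list had a median of 0.05 over 17 genes and the immune checkpoint ligand list a median of 0.05 over 13 genes, each with a camera adjusted p of 0.678. The MHC class I list had a median of -0.03 over 16 genes (camera adjusted p 0.678). With the replicate block, the medians of these lists were 0.15, 0.06, 0.07 and -0.03 in the same order, the camera adjusted p-values were 0.278, 0.695, 0.761 and 0.550, and the mean correlation of same-numbered libraries was 0.101. The cytokine and checkpoint medians changed sign without a filter on low counts (-0.08 and -0.02), and of the 6 fits that each left out one library, the sign changed in 5 for the checkpoint list, 4 for the MHC class I list and 1 for the cytokine list.

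Single members of these lists did differ. Of the cytokine list 4 of 17 genes were called over all genes tested, 2 higher and 2 lower, and 3 when adjusted over the list alone. Besides Cxcl12, Cxcl16 (chromosome 11, 70453983 to 70459984) fell from 12.4 ± 1.68 to 7.04 ± 0.0989 CPM (SD, n = 3 each), a log2 fold change of -0.81 (edgeR adjusted p 0.000941), and it overlaps Zmynd15 on the opposite strand. The other 2 called members, Ccl2 and Cxcl5, changed by 0.42 and -0.38 on the log2 scale. Of the checkpoint list 6 of 13 genes were called under both adjustments, 4 higher and 2 lower. Lgals9 (chromosome 11, 78962974 to 78984946) rose from 32.5 ± 0.598 to 51.2 ± 4.96 CPM, a log2 fold change of 0.66 (edgeR adjusted p 9.53e-05), and Nectin3 rose by 0.30 on the log2 scale (edgeR adjusted p 0.00231). Nectin3 lies on chromosome 16, and with chromosome medians removed its log2 fold change was 0.21 (edgeR adjusted p 0.0213). The 2 that fell were Nt5e, by 1.98 on the log2 scale (edgeR adjusted p 0.00565), the largest change in the list, and Lgals3, by 0.22 (edgeR adjusted p 0.00389). The fall of Lgals3 is small, and its value with chromosome medians removed is not given here. A chromosome-wide shift may therefore account for part or all of it. Cd274, which encodes PD-L1, was low, at 1.27 ± 0.341 CPM in WT and 1.37 ± 0.302 CPM in HuR-knockout cells. Its 14 to 27 reads per library gave a log2 fold change of 0.12 with an SE of 0.314 (edgeR adjusted p 0.804). No difference was called, and a small one could not be seen at this depth. On removal of chromosome medians, the log2 fold change of Cd274 was 0.011. Of the interferon list 6 of 35 genes were called under both adjustments, 5 higher and 1 lower, with Slfn2 rising by 0.98 and Znfx1 by 0.29 on the log2 scale (edgeR adjusted p 4.45e-06 and 0.00253). The gene that fell was Ifitm3, by 0.30. Znfx1 overlaps Zfas1 and Slfn2 overlaps Gm20234 on the opposite strand, and Slfn2 and Ifitm3 belong to multigene families. Of the MHC class I list 3 of 16 genes were called over all genes, all of them lower, and 2 over the list alone. Erap1 changed by -0.41 and Canx by -0.23 on the log2 scale (edgeR adjusted p 0.000885 and 0.00313). H2-K1, called over all genes only, had the largest change, -0.66 (edgeR adjusted p 0.0389), and H2-D1, at -0.34, was not called (edgeR adjusted p 0.0552); both belong to a multigene family whose reads can be shared. Erap1 overlaps the more highly expressed Cast on the opposite strand and lies on chromosome 13, and with chromosome medians removed its log2 fold change was -0.27 (adjusted p 0.011041, range over 19 alternatives 1.34e-05 to 0.011041). Ccl2, Cxcl5, Nt5e, Lgals3, Ifitm3, H2-K1 and H2-D1 were named after their values were seen.

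**Figure D4:**
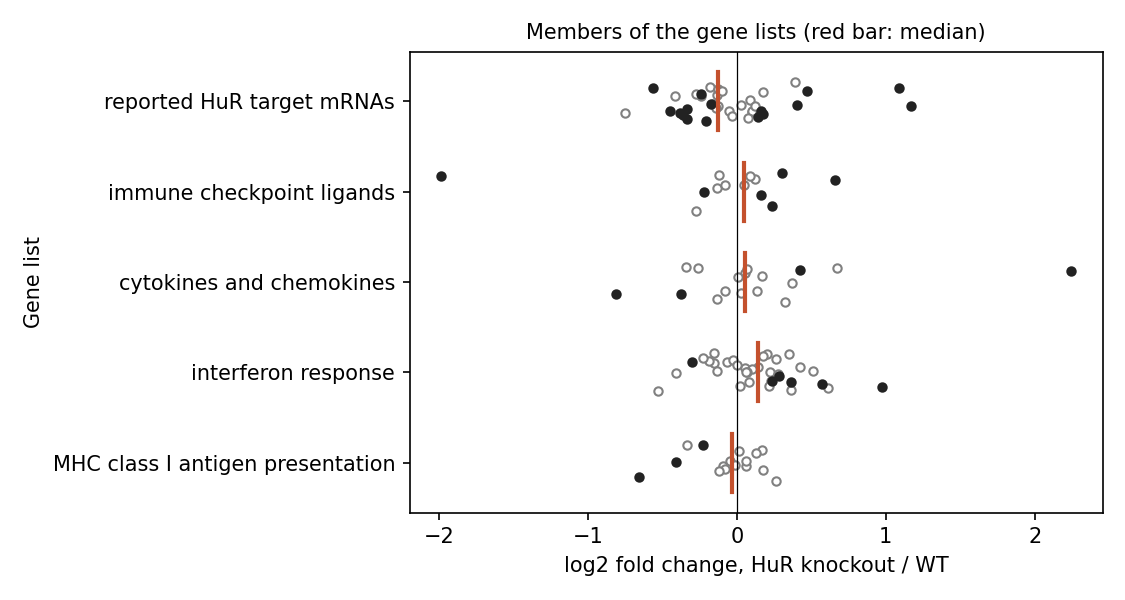
Log2 fold change (x axis, HuR-knockout over WT) of every tested member of the 5 gene lists (y axis). Filled points had an edgeR adjusted p under 0.05, open points did not, and red bars are list medians, which lie between -0.12 and 0.14.

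Messenger RNAs reported as HuR targets were compared in the same way. The 37 tested members had a median log2 fold change of -0.12, and 15 of them were higher. No shift in one direction relative to the other genes was detected (camera p 0.254, adjusted p 0.678). Opposite changes of single members can cancel in this test, so it does not show that the list was unaffected. With the replicate block the median was -0.12 (camera adjusted p 0.612, mean correlation of same-numbered libraries 0.101). Of these members 16 were called over all genes tested, 7 higher and 9 lower, and 21 over the list alone. Ccna2 fell from 391 ± 2.49 to 287 ± 5.22 CPM, a log2 fold change of -0.45 (edgeR adjusted p 1.98e-05), and it overlaps Exosc9 on the opposite strand. Actb rose from 5300.1 ± 62.1 to 7335 ± 25.1 CPM, a log2 fold change of 0.47 (edgeR adjusted p 2.08e-05), with the caution that actin genes and their pseudogenes share sequence.

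Genes with the AU-rich nonamer TTATTTATT in the 3′UTR, a sequence class bound by HuR, were tested as a set. The 851 genes had a median log2 fold change of -0.005, and 417 of them were higher (camera p 0.773, adjusted p 0.773). With the replicate block the median was -0.003 (camera adjusted p 0.776, mean correlation of same-numbered libraries 0.101), and with library size only it was 0.004. Among 10000 random sets matched on expression and 3′UTR length, the median lay at percentile 37.57 (two-sided permutation p 0.732). The set with at least 3 ATTTA pentamers, 4056 genes, had a median of -0.03 (camera p 0.103). Its median lay below that of each of 10000 matched random sets, whose median was -0.006 (two-sided permutation p 0.0001, the smallest they can give). Against sets matched on 3′UTR GC content as well, whose median was -0.02, the two-sided permutation p was 0.277. Matched sets could include members of the tested set, which pulls their medians toward its own. The set with a TTTTTTT heptamer, 4796 genes, had a median of -0.01 (camera p 0.420, two-sided permutation p 0.141 against matched sets).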

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

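In tests against a change of 0, the counts of called genes stayed within 1.5 times their main values under the alternatives tried, except the stricter threshold. Tested with glmTreat against a 1.2-fold change, 848 genes of any size were called in place of 3856. At an adjusted p under 0.01, 2201 genes were called in place of 3856, 984 of them higher and 1217 lower. Other scalings gave 3848 (relative log expression) and 3870 genes (library size only), 3836 and 3747 of which were among the 3856. The share of higher genes moved from 47.3% to 50.31% under library size only, and the median log2 fold change of all genes moved by 0.0088. Without a filter 4246 genes were called, limma-voom called 3866 and DESeq2 3331. Across the 6 fits that each left out one library, 2663 to 4012 genes were called, and 0 of the 3856 genes changed sign in any of them. The genes changed at least 2-fold numbered 389 to 475 in those fits, 566 without a filter and 332 with glmTreat against a 1.2-fold change. The log2 fold change of Elavl1 stayed between -2.39 and -2.28 over 19 alternatives.

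The correlation of same-numbered libraries was 0.101 on average and highest for those numbered 1, at 0.148. The second principal component, with 13.49% of the variance, also set replicate 1 of each group apart. An effect shared by the libraries numbered 1 is therefore not excluded. The replicate block raised the count to 4255. With offsets for GC content and gene length, chosen after seeing the data, 4079 genes were called, and 4797 with the block and these offsets together. With all libraries thinned to the smallest total, 3798 genes were called without the block and 4241 with it.

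None of the 6 gene sets passed an adjusted p of 0.05 under any alternative, and the direction of 4 of them depended on the setting. Without a filter on low counts the median of the cytokine and chemokine list was -0.081 and that of the checkpoint list -0.022. The cytokine list was also negative with GC and length offsets, at -0.0070, and with these offsets and the block, at -0.0053. The checkpoint list was negative after thinning, at -0.0071, and after thinning with the block, at -0.00055. The AU-rich element set was positive with library size only, at 0.0035, and with GC and length offsets plus the block, at 0.00093. With library size only, the median of all tested genes rose too, from 0.0034 to 0.0122. The AU-rich element set lay below that median in both fits, so its place relative to other genes did not flip there. Across the 6 fits that left out one library, the medians ran from -0.047 to 0.026 for the MHC class I list, from -0.0032 to 0.125 for the cytokine list, from -0.061 to 0.133 for the checkpoint list and from -0.016 to 0.012 for the AU-rich element set. The sign changed in 4 of the 6 fits for the MHC class I list, 5 for the checkpoint list, 1 for the cytokine list and 2 for the AU-rich element set. Cd274 ran from -0.052 to 0.331 in the same fits. In the fit without WT replicate 3, the checkpoint median was the value of Cd274 itself, -0.047. Cd274 had 14 to 27 reads per library, so that flip rests on a gene with few reads. Apart from this fit and the library size setting, the cause of the flips was not tested. The interferon list (0.076 to 0.233) and the HuR target list (-0.133 to -0.064) kept their sign over the 19 alternatives that moved their medians, and their adjusted p-values over all 21 were 0.133 to 0.847 and 0.177 to 0.847.

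With 3 libraries per group, genes with few reads are the limit. Cd274 and most cytokine genes had too few reads for a small change to be seen, and 17 of 36 listed cytokine genes had enough reads to be tested at all.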

Other observations

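The tests of chromosomes, of genes read in one group only, of epithelial and mesenchymal markers, of 3′UTR hexamers and of 3′UTR GC content were chosen after the results they follow up had been seen, and the shuffles of genes over chromosomes after the chromosome medians themselves.

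Other groupings of the libraries were compared with the real one. There are 10 ways to split the 6 libraries into 3 and 3, of which 4 part every same-numbered pair. Of those 4, only 1, the real split, gave as many called genes, higher genes, lower genes or genes changed at least 2-fold, and the other 3 gave 0 genes, with 105 to 345 genes at an unadjusted p under 0.05 against 5324 in the real split. The other 6 splits keep some same-numbered libraries together. Over all 10 splits the most that another split gave was 1 gene. With 4 splits the share cannot fall below 0.25. The other splits mix the genotypes, so the difference between genotypes adds to the spread within their groups, and few calls in them were largely fixed in advance. For the gene sets the real split was not exceptional. As small a camera p-value was given by 3 of the 4 splits for the MHC class I and checkpoint lists, by 2 of the 4 for the interferon, cytokine and HuR target lists, and by 4 of the 4 for the AU-rich element set. Among the other 6 splits, the one that put WT replicates 1 and 3 with HuR-knockout replicate 1 gave p 3.74e-07 for the MHC class I list. It keeps the libraries numbered 1 together and holds unequal numbers of WT libraries, so this value may reflect what those libraries share. Differences in depth, GC content and gene length do not account for the number of called genes. After thinning to the smallest total 3798 genes were called, and with GC content and gene length offsets 4079. The genes called did change. Of the main calls tested in each fit, 3667 of 3846 were still called after thinning and 3439 of 3853 with the offsets. In both fits 0 of them changed sign.

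A surprising feature of the data is that the genes of some chromosomes shifted together. The median was down on chromosomes 10, 13, 14, 15 and X and up on chromosomes 1, 16, 18 and 19, by 0.09 to 0.18 on the log2 scale. As large a variance of the chromosome medians was not seen in 10000 shuffles of the genes (p 0.0001, the smallest the shuffles can give). Rotating the ordered genes along the genome, which keeps co-regulated neighbouring genes together, did not reach it either in 1013 rotations (p 0.000986, the smallest they can give). With GC content and gene length offsets, the variance of the chromosome medians was 97.7% of its size without them. On chromosomes 10 and X the weakest median in any of 3 expression classes was -0.084. The size of the shifts depended on expression. Among genes of low expression the falls were weaker on chromosomes 10, 13, 15 and X (medians -0.084, -0.039, -0.055 and -0.12) than in the other classes, and the rises were larger on chromosomes 1, 16, 18 and 19 (0.14, 0.13, 0.19 and 0.22). Chromosome 14 differed, with -0.14, -0.15 and -0.09 from low to high expression. In overlapping windows of 50 neighbouring genes, 38 of 1234 windows lay outside every one of 1000 shuffles, all of them lower in HuR-knockout cells, and 21 of these were on chromosomes 10 and X. The lowest window was on chromosome 14, 57798180 to 65981547, with a median of -0.32 and 44 of 50 genes lower. The shift was uneven along some chromosomes. Window medians ran from -0.27 to -0.05 on chromosome 10 and from -0.23 to -0.07 on chromosome X, but from -0.32 to -0.0058 on chromosome 14 and from -0.23 to -0.0057 on chromosome 15, so on the latter pair parts of the chromosome were close to 0. On chromosome 13 they ran from -0.25 to -0.038. Among the chromosomes that rose, the lowest window median was 0.0049 on chromosome 1, -0.024 on 16 and -0.0018 on 19, but 0.075 on 18.

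A candidate explanation is a difference in the copy number of chromosomes or segments between the WT and the HuR-knockout cells, as may arise when cells are cloned or passaged after editing. At 72.7% or more of genes lower on chromosomes 10 and X, the data have the form this would give, but those chromosomes were picked for their shift, copy number was not measured, and the pattern cannot be told apart from other differences between the cell populations. The size of the shifts is below that of a full loss or gain in every cell of a near-diploid line, so under this explanation the population would be mixed or have more copies. The matter bears on the called genes, because part of the small differences follow the chromosome rather than the gene. With chromosome-wide shifts removed 3247 genes were called, and 1163 of the 3856 were no longer called with the same sign. The knockout and the origin of the cells coincide in the 2 groups, so these libraries do not separate an effect of losing HuR from a difference between cell populations.

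A few genes went from clear expression to none, or the reverse. With at least 30 reads in every library of one group and at most 3 in every library of the other, 3 genes were lost in HuR-knockout cells (Hs6st2, Gatm and Nkx2-5) and 1 was gained (Hoxb8). Nkx2-5 and Hoxb8, and the neighbours named, were chosen after their values were seen. Of 4 splits that part the same-numbered pairs, 1, the real one, gave as many, and splits that mix the genotypes could hardly give any. A deletion spanning several genes was tested for the lost genes through their nearest tested neighbours. Of 6 neighbours, 0 were at a log2 fold change of -1 or lower, and all 6 lay within 1 of 0, which goes against it. A deletion within one gene, silencing of its promoter and a clone that never expressed it were not tested. Hoxb8 differed, since both neighbours rose too, Hoxb9 by 4.49 and Hoxb5os by 7.67 on the log2 scale, although reads of overlapping or adjacent transcripts in this cluster may be shared. Igf2bp1, the largest rise among called genes of at least 10 CPM with no overlap between the groups, lies on the same chromosome. It ends at 96005940, and Hoxb8 starts at 96281905. Whether these rises are linked was not tested.

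The hypothesis of a shift along an epithelial to mesenchymal axis arose from rises of Col1a1 and Col3a1 and a fall of Krt7 seen in the data. Those 3 genes were left out of the marker lists, but the lists were written after they had been seen and keep other collagen genes, so they are not independent of that pattern. Leaving out Krt7, which fell by 4.43 on the log2 scale, takes a large fall out of the epithelial list. The axis predicts that epithelial markers fall, and as a list they rose. Mesenchymal markers rose (median log2 fold change 0.24, 13 of 15 genes higher, camera p 0.00159, adjusted p 0.00319), as did epithelial markers (median 0.30, 8 of 9 genes higher, camera p 0.0420, adjusted p 0.0420). Of 4 splits, 1, the real one, had as small a larger p-value, and another came close at 0.0480. Cdh1 and Ocln rose by 0.49 and 1.02 on the log2 scale alongside Snai2 by 0.81, whereas the epithelial gene Esrp2 fell by 0.59 and the mesenchymal gene Twist1 by 0.41. These genes were chosen after their values were seen.

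Loss of an mRNA-stabilising protein would be expected to lower AU-rich mRNAs, and a trace of this depends on the motif definition. The 851 genes with the nonamer lay where matched random sets lie (permutation p 0.732), and had no shift for 3′UTR length or expression level to explain. The 4056 genes with at least 3 ATTTA pentamers had a median of -0.03 against -0.006 in matched sets (permutation p 0.0001, the smallest 10000 draws can give), although camera, which allows for correlation between genes, gave p 0.103. 3′UTR GC content is a candidate explanation for this small difference. The median GC content was 40.6% in this set and 47.6% in the other genes. With GC content matched as well, the matched sets had a median of -0.024 and the difference was no longer distinguishable (two-sided permutation p 0.277), although only 2989 of the 4056 genes had non-members of the set in their class. The random sets were drawn from all genes of a class, members included, which pulls their median toward that of the set. This comparison therefore does not measure how much of the difference GC content explains. A screen of single hexamers does not decide on base composition, since its model removes GC content beforehand. In this linear model with 3′UTR length, GC content, expression and chromosome over 11427 genes, the 8 hexamers with ATTTA had a mean z of -0.455, against -0.545 for other hexamers with at most 1 G or C (one-sided permutation p 0.533). Of 4091 hexamers, 0 passed a Bonferroni limit on the negative side and 1 on the positive side, GGGGGA, with z 4.37. Steady-state RNA levels cannot separate a change in stability from a change in transcription, so these tests leave open which mRNAs HuR stabilises in this line.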
